A study of Gallus gallus with 6 samples.

How the data were processed

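RNA was measured in 6 libraries of sorted chick retinal cells, 3 treated with RA and 3 controls. Per the labels' protocols, 100-base single reads were sequenced from amplified cDNA. The aligner, the counting tool, the genome build and the annotation are not stated in the labels or file headers. The authors deposited a table of raw counts per gene symbol, whole numbers with no normalization. The authors also deposited a CPM table, and each of its columns equals the raw counts divided by 1 factor per library. The deposited CPM table holds 4752 genes, exactly those with more than 1 CPM in at least 3 libraries. The remaining deposited table gives a log2 fold change, a mean log2 CPM, a p-value and an adjusted p-value per gene for a paired comparison, and its test is not stated in its header. TMM computed on those 4752 genes differed from the factors behind the deposited CPM by at most 4.17e-12. The factors used in the tests were computed on the 5041 genes tested and are not identical to them.

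The plan written before the data were examined named edgeR's quasi-likelihood test, which was not used here. The main test was limma-voom (limma 3.58.1, R 4.3.3) on the deposited counts, which had been planned as an alternative. The low-count filter and the TMM, median-of-ratios and upper-quartile scalings were written for this work rather than taken from a package. The filter kept genes with at least 10 counts at the median depth in at least 3 libraries and at least 15 counts in total. TMM trimmed 30% of the log ratios and 5% of the mean levels at each end. The model had the pair as a block and the treatment, with eBayes moderation and Benjamini-Hochberg adjustment over 5041 genes. Values in CPM use the TMM-scaled library sizes. List tests used camera on log2 CPM with a prior count of 2.

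The pairing comes from the description of the samples, where control retinas are the opposite eyes of the treated embryos. It was checked on the deviations of log2 CPM from the group means. The correlation was 0.29 in pair 1, 0.25 in pair 3 and 0.34 in pair 4. Replicate libraries were compared by chi-square, and the smallest value per degree of freedom was 49.3, so none differed by as little as sampling noise.

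The genes named are members of the fixed lists, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05 that changed one way in 3 pairs and had a mean count of at least 50. CA2 is named as a quality value. COL6A1, COL1A2, COL3A1, ASL1 and CRYAB are named as contamination markers, which are outside the fixed lists. SREBF1, SCD, POSTN and SPIN1W are named in the closing section outside this rule, chosen after their values were seen. Of the 6789 symbols, 6377 matched a current RefSeq symbol of GRCg7b and 242 more a synonym. No coordinates are given, since the build behind the counts is not known. The mitochondrially encoded list had 0 members in the table and was not analysed here.

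The fit was tested on simulated data with the means and library sizes of the 5041 genes. With 200 genes changed by a log2 fold change of 1, 96.6% were recovered and 4.44% of the calls were false, over 20 simulations. With a change of 0.5, 86.2% were recovered. With no changed gene, 0 of the 20 simulations gave a call. The simulated genes varied independently with 1 dispersion, the median of abundant genes. Correlated genes and genes that differ in dispersion were therefore not covered, and these rates hold for that setting only. Alternatives covered the block, the scaling, the filter, each pair left out, thinned counts and the thresholds.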

Results

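Gene expression was measured by RNA sequencing in chick retinal cells positive for Hes5.3, sorted by flow cytometry. Retinas were taken on embryonic day 5 and cultured for 8 h with 2.5 µM retinoic acid (RA) or with the solvent alone. There were 3 RA and 3 control libraries, each from 2 retinas of different embryos. The control retinas were the opposite eyes of the treated embryos, so the libraries form 3 pairs, numbered 1, 3 and 4. The total count per library ranged from 19808063 in the RA library of pair 3 to 27235633 in the RA library of pair 1. The table holds 6789 genes, and 5041 of them passed the filter on low counts. CA2 took the largest share of counts in each of the 6 libraries, between 1.24% in the control library of pair 3 and 1.67% in the RA library of pair 1. Counting intervals and floors cover counting error only, since the reads carry no molecular identifiers.

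The RNA yield was compared because the amount of RNA per sorted cell bears on how the libraries can be scaled. It was 0.959 ± 0.111 pg per cell in the control samples and 0.888 ± 0.216 pg per cell in the RA samples (SD, n = 3 each). The mean paired log2 ratio was -0.14 with an SD of 0.33. The exact 2-sided sign-flip permutation test gave p = 0.5, and 0.25 is the smallest p that 3 pairs allow. The yield was higher with RA in pair 1 (log2 ratio 0.23) and lower in pair 3 (-0.24) and pair 4 (-0.40), so no difference was shown.

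The main comparison asked which genes respond to RA within the pairs. The limma-voom fit with the pair as a block gave 59 genes with a Benjamini-Hochberg adjusted p under 0.05. Of these, 51 were higher and 8 were lower with RA. All 59 moved one way in the 3 pairs, which selection by the fit with the pair as a block largely fixes. An absolute log2 fold change of at least 1 was reached by 14 of them, 13 higher and 1 lower. The alternative that moved this count most was the fit without the replicate block, which called 7 genes. Without pair 1, 97 genes were called. A fit without a pair has fewer residual degrees of freedom than the 2 of the main fit, so its p-values lean more on the eBayes moderation. Its count therefore does not isolate the influence of the pair left out. In the main fit 466 genes, or 9.24% of those tested, had an unadjusted p under 0.05.

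**Figure D1:**
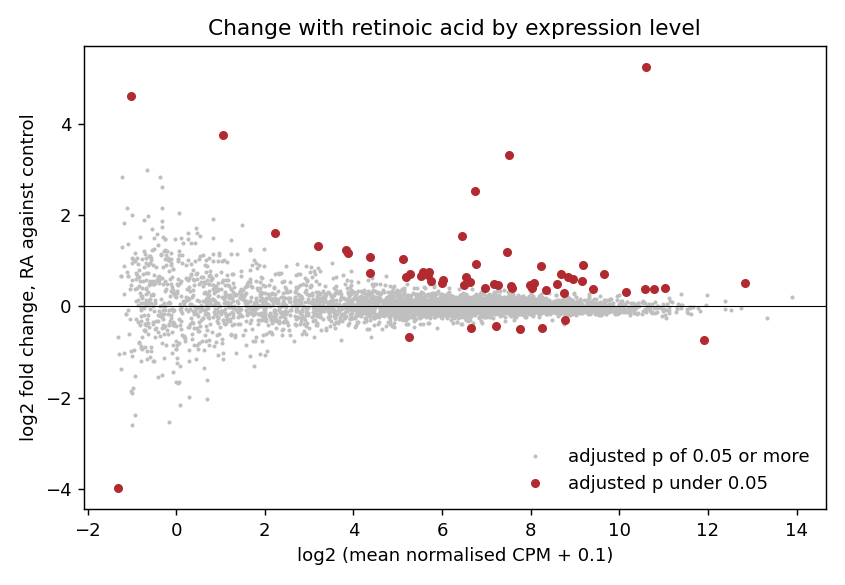
Each point is 1 of the 5041 tested genes, with the log2 of its mean normalised CPM on the x axis and its log2 fold change (RA against control) on the y axis; red points are the 59 genes with an adjusted p under 0.05. The rises reach a log2 fold change of 5.24 (CYP26A1).

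Of the 59 genes, 3 had a mean count under 50 and are not named, although their fitted changes are among the extremes of the plot of change by level. CYP26A1 had the largest rise, from 80.3 ± 6.36 CPM in the control libraries to 3043 ± 813 CPM with RA (SD, n = 3 each). Its log2 fold change was 5.24 with a standard error of 0.10 (limma-voom adjusted p = 1.68e-14), and it rose in 3 of 3 pairs. DHRS3 rose by 3.32 ± 0.15 (SE, adjusted p = 2.82e-09), from 33.5 ± 7.12 to 333 ± 146 CPM. ABCA1 rose by 2.53 ± 0.13 (SE, adjusted p = 1.84e-08), from 31.7 ± 5.03 to 182 ± 23.5 CPM. OLIG2, at 2.28 ± 0.39 CPM in the controls and 6.84 ± 0.16 CPM with RA, rose by 1.59 ± 0.34 (SE, adjusted p = 0.034), and this call was lost whenever any 1 pair was left out. TNFSF10 rose by 1.55 ± 0.10 (SE, adjusted p = 3.88e-07), from 44.6 ± 2.28 to 130 ± 12.2 CPM.

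Among genes with a mean count of at least 50, the falls were smaller. LDHA fell by 0.73 on the log2 scale (SE 0.10, limma-voom adjusted p = 0.000651), from 4885 ± 2385 to 2833 ± 850 CPM. The SD of its control values reflects the control library of pair 4, at 7637 CPM. CFC1 had a log2 fold change of -0.68 (SE 0.15, adjusted p = 0.0359), and without pair 1 this was -0.45 with an adjusted p of 0.325. CFC1 also lost its call under median-of-ratios scaling (adjusted p = 0.0603), under library size only (0.0523), with no filter on low counts (0.0531) and under limma-trend (0.0933). GYG1 had a log2 fold change of -0.49 (SE 0.07, adjusted p = 0.00297). KDR had -0.47 (SE 0.09, adjusted p = 0.0149), and without pair 4 its adjusted p was 0.101. PFKP had -0.47 (SE 0.10, adjusted p = 0.031), and without pair 4 the change was -0.28 with an adjusted p of 0.323. PFKP also lost its call under median-of-ratios scaling (adjusted p = 0.0621) and under library size only (0.0571). Each of these 5 genes was lower in 3 of 3 pairs, and in the fit without the block none of them was called.

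**Figure D2:**
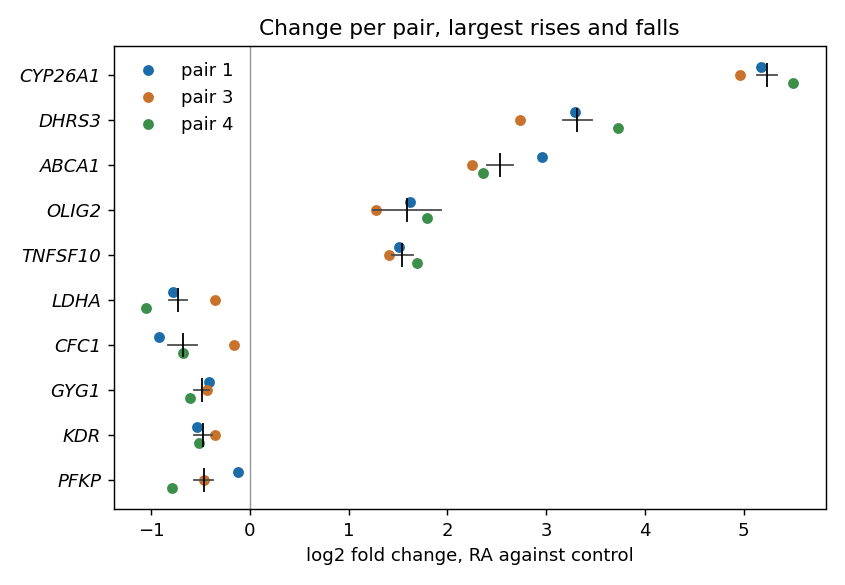
Log2 fold change (RA against control, x axis) of the 5 genes with the largest rises and the 5 with the largest falls among called genes with a mean count of at least 50. Dots are the 3 pairs, the tick is the fitted change and the bar its standard error; each gene's pairs lie on the same side of 0.

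How much the embryo pair separated the libraries was tested in the same fit. An F-test of the pair terms gave 691 genes with an adjusted p under 0.05, or 13.7% of those tested, and 30 of the 59 genes changed by RA were among them. Pairs took 51.6% of the squared deviations of log2 CPM, where their degrees of freedom alone would give 40%. The treatment took 20.4%, against 20% from its degrees of freedom alone.

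Lists of genes fixed before the data were examined were compared as sets, and 9 of the 10 had enough members tested. With camera at a preset correlation of 0.01, 4 lists passed an adjusted p of 0.05, while fry and camera with an estimated correlation each gave 0. At an unadjusted p under 0.05, fry gave 2 lists and camera with an estimated correlation 0. The retinoic acid response list was higher (median log2 fold change 0.18, 8 of 11 members up, camera adjusted p = 0.000836, fry adjusted p = 0.0956). Its calls were CYP26A1, DHRS3 and RARB, 3 genes both over all genes tested and adjusted over the list alone. RARB rose by 0.92 ± 0.12 (SE, adjusted p = 0.000545).

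The Notch and proneural list was higher (median log2 fold change 0.25, 13 of 15 members up, camera adjusted p = 7.26e-05, fry adjusted p = 0.0956). Over all genes tested 0 of its members were called, 10 had an unadjusted p under 0.05, and 4 were called when adjusted over the list alone. Among those 10, HES4 went the other way, at -0.20 ± 0.08 (SE, limma-voom adjusted p = 0.503), and was lower in 3 of 3 pairs. HES5 changed by 0.27 ± 0.12 (SE, limma-voom adjusted p = 0.512). Whether HES5 is the marker used for sorting was left open, and if it is, the sort conditions its level. ATOH7 changed by -0.14 ± 0.12 (SE, adjusted p = 0.802). NOTCH1 (0.26, adjusted p = 0.0969) and LFNG (0.28, adjusted p = 0.0832) each rose in 3 of 3 pairs without passing the threshold over all genes. Without pair 1 both passed it (limma-voom adjusted p = 0.00601 for NOTCH1 and 0.0182 for LFNG). Without pair 4 they were far from it (0.635 and 0.562). Fits without a pair lean more on the moderation, so these p-values do not isolate a pair's influence. These members were singled out after their values were seen.

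The glycolysis list was lower (median log2 fold change -0.18, 16 of 17 members down, camera adjusted p = 7.26e-05, fry adjusted p = 0.244). Over all genes 3 members were called, and 10 when adjusted over the list alone. The exception in direction was SLC2A1, which rose by 0.51 ± 0.07 (SE, limma-voom adjusted p = 0.00106). Without pair 4 the list's median was -0.10. The nuclear oxidative phosphorylation list was lower (median -0.08, 32 of 34 members down, camera adjusted p = 0.00254, fry adjusted p = 0.633), and its estimated correlation between genes was 0.86. It had 0 calls either way and 1 member at an unadjusted p under 0.05. Without pair 1 its median was 0.01.

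**Figure D3:**
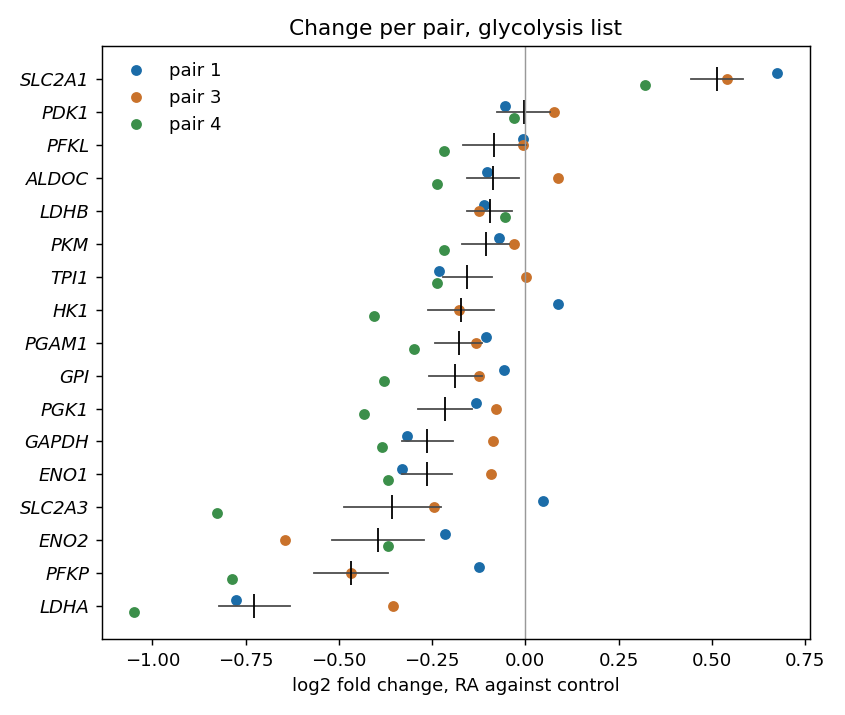
Log2 fold change (RA against control, x axis) of the 17 tested members of the glycolysis list. Dots are the 3 pairs, the tick is the fitted change and the bar its standard error; SLC2A1 is the member above 0.

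With all pairs, the other lists did not pass under camera. Without pair 4, S phase (median 0.11, camera adjusted p = 0.034) and retinal ganglion cell differentiation (median 0.14, camera adjusted p = 0.0476) did pass. The values that follow are with all pairs. The retinal ganglion cell differentiation list had a median of 0.08 (adjusted p = 0.115), with 0 calls over all genes, 5 members at an unadjusted p under 0.05 and 4 calls adjusted over the list alone. The retinal progenitor list had a median of 0.03 (adjusted p = 0.115), with 3 calls over all genes (SFRP1, FZD5 and NR2E1) and 5 adjusted over the list alone. The S phase list had a median of 0.06 (adjusted p = 0.0652), and the G2 and M phase list -0.01 (adjusted p = 0.88, with camera's direction up), each with 0 calls either way; 2 and 1 of their members had an unadjusted p under 0.05. The mitochondrial biogenesis and dynamics list had a median of -0.05 (adjusted p = 0.88), with 0 calls over all genes, 3 members at an unadjusted p under 0.05 and 1 call adjusted over the list alone.

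The fold changes were set beside those in the authors' deposited table, which rest on the same libraries and are not independent. Across 4752 shared genes, which are not independent replicates, Pearson's r with the authors' deposited table was 0.991 and Spearman's rho 0.988. The authors' deposited table has 12 genes with an adjusted p under 0.05, each higher with RA, and 12 of them were also called here. A further 47 genes were called here and not in the authors' deposited table, 2 of them outside its gene set.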

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

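Robust moderation, limma-trend, the authors' scaling with their gene filter, and the alternatives for the contamination markers were chosen after seeing the data. The planned edgeR and DESeq2 tests, and the robust form of the edgeR fit, were not run.

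The number of genes changed by RA, 59, depended most on the pairing: the fit without the replicate block called 7, each of them among the 59. The unblocked fit leaves the differences between pairs in the error. Leaving out 1 pair at a time gave from 48 to 97 genes. These fits have fewer residual degrees of freedom than the main fit, and their p-values lean more on the moderation. The limma-voom adjusted p of CYP26A1 was 1.68e-14 with all pairs and 2.64e-28 without pair 4. The highest count came without pair 1, where 51 of the 59 remained and 69.1% of calls were higher, against 86.4%. Stricter thresholds gave 39 genes at an adjusted p under 0.01 and 14 with an absolute log2 fold change of at least 1. The other scalings gave 49 to 64 genes, and no scaling moved the share of higher calls by more than 10 percentage points. The number of lower genes, 8, was 4 under median-of-ratios scaling and 4 under library size only, with CFC1 and PFKP among those lost. It moved further with the pairs, to 30 without pair 1, 14 without pair 3, 3 without pair 4 and 0 without the block. Over the alternatives the adjusted p ranged from 0.0113 to 0.999 for CFC1, from 3.46e-05 to 0.999 for PFKP, from 0.00601 to 0.999 for NOTCH1 and from 0.0182 to 0.999 for LFNG. No alternative reversed any of the 59 that it tested.

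Of the 10 genes chosen by the rule, 4 were called without the block, and 7 to 9 across the 3 fits that each left out a pair. The 4 lists called with camera fell to 0 with fry and to 0 with an estimated correlation, so these calls rest on the preset correlation. The block changed no number of lists called. Leaving out 1 pair gave 3 to 6 lists. Across the 3 fits that each left out a pair, the median of the nuclear oxidative phosphorylation list ranged from -0.130 to 0.0123, reversed without pair 1. Lists not called also reversed. Across those 3 fits the median of mitochondrial biogenesis and dynamics ranged from -0.0291 to 0.0327, reversed without pair 3. With all pairs its median is -0.0526, and fry gave it the direction opposite to camera's. For G2 and M phase camera's direction with all pairs is up although the median is -0.0111. Across those 3 fits the median ranged from -0.0524 to 0.0399: camera's direction reversed without pair 1, while the sign of the median changed without pair 3 and without pair 4. The cause was not tested. Contamination markers called numbered 0 of 21, with 2 at an unadjusted p under 0.05, and 0 to 1 across the fits that left out a pair. The gene was COL6A1, lower with RA without pair 3.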

Other observations

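Except the counts of splits, the tests here were chosen as tests of these explanations after the results were seen. The fits without a pair or without the block, and the library-size and median-of-ratios scalings, had been planned as alternatives. The lists of receptor, sterol and hypoxia genes were composed after their members' values had been looked at. Nothing in this part is independent evidence.

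With the pairs as a block, 1 of the 10 splits of the 6 libraries, the real one, gave as many as 59 genes, and 1 of the 10 gave as many as 4 lists. The design cannot give a share under 0.1 over the 10 splits, or under 0.25 over the 4 that part all 3 pairs. Among those 4, which have the form of the treatment, the other 3 each called 0 genes, with 107 to 189 at an unadjusted p under 0.05. The other 6 splits part 1 pair and rest on it alone, so they are not comparable groupings. Under the block, those that part the same pair give the same fit, so the share of 0.1 counts some fits more than once. These 6 splits called 0 genes, with up to 553 at an unadjusted p under 0.05, against 466 in the real split. Other splits gave up to 3 lists, so lists can pass camera at its preset correlation in splits that do not follow the treatment.

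Glycolysis genes were lower while SLC2A1 was higher. A change of scaling shifts all genes of a library alike. The list's highest median over 5 scalings was -0.17, while the median of all genes stayed between -0.0064 and 0.00099. In the main fit 16 of 17 members were lower, and SLC2A1 was higher by 0.51 (SE 0.07). The list thus differed from the other genes under each scaling. A shift common to all genes leaves that difference in place by construction, so these values are no test of scaling. The all-gene median differed by only 0.00737 between those scalings, so whether the list fell in absolute amount stays open. Without pair 4 the median was still -0.10, so the direction did not rest on that pair alone, though pair 4 carries much of the size. The camera adjusted p of 0.0233 without pair 4 rests on the preset correlation. With all pairs the fry adjusted p was 0.244, so whether the fall without pair 4 exceeds noise stays open. A weaker hypoxia response may contribute, but 12 of 16 held-out hypoxia targets were lower, with a median of -0.05, short of the threshold as a set (limma camera adjusted p = 0.298 over 4 lists), which leaves it open.

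ABCA1 rose with SREBF1 (0.72) and SCD (0.65), named after their values were seen. SREBF1 lost its call without pair 3 (0.58, adjusted p = 0.195) and SCD without pair 1 (0.51, adjusted p = 0.0579). Without the block both lost it (adjusted p = 0.74 for SREBF1 and 0.999 for SCD). Liver X receptor activity may link them: the held-out targets had a median of 0.05, with 8 of 12 higher (limma camera adjusted p = 0.143, fry adjusted p = 0.319). That list was composed with its values known, so it cannot count in favour. A sterol synthesis response may be an alternative, and 10 of its 13 genes were higher (limma camera adjusted p = 0.298). These cannot be told apart.

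SPIN1W was named after its values were seen. Its counts in pair 3 were 334 (control) and 118 (RA), against 1026 to 1263 in the other libraries. The symbols ending in Z were highest in pair 3 in 2 of the 2 groups. A different sex mix of the embryos in the pairs may be the source, which the labels do not give, and reads shared between W and Z copies keep this open.

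The authors' deposited table calls 12 genes and the blocked fit 59. The deposited p-values may include variation between pairs. Across the 4752 shared genes, which are not independent, the ratio of deposited to blocked p had a Spearman rho of 0.0697 with the variance between pairs. That variance falls with the mean count (rho -0.519), so noise in low genes weighs on this value. At minimum mean counts from 50 to 5000 the rho was 0.106 to 0.221, and among the 57 genes called here that the authors' deposited table lists it was 0.449. Those 57 were selected on the blocked p itself, so the explanation stays open. A version using the pair F statistic was set aside because it shares its residual variance with the blocked p.

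POSTN, named after its values were seen, rose by 1.24. Mesenchyme cells as its source are argued against, since the abundant collagens COL1A2 and COL3A1 had a median log2 change of -0.18. The mesenchyme list's median was -0.002, the pigment epithelium list's 0.21 (fry adjusted p = 0.865), and the blood list had 0 members above the filter. The lens list was higher (median 0.18, 5 of 7 members up, limma camera adjusted p = 0.0225, fry adjusted p = 0.0053). Lens cells may be a source, but ASL1 and CRYAB differed by 0.57 in log2 change, and the retina's own CRYAB, at 30.2 CPM, could hide a small share.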
